A study of Mus musculus with 25 samples. Its data were reported in "A mitofusin 2/HIF1α axis sets a maturation checkpoint in regenerating skeletal muscle" (2022).

How the data were processed

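Chromatin immunoprecipitation sequencing (ChIP-seq) of H3K9me3 and H3K27me3, 2 histone marks found at silenced chromatin, was carried out on regenerating myofibers of the mouse tibialis anterior muscle. Per the labels, mice carried a Pax7-Cre(ERT2) driver, which recombines floxed alleles in muscle stem cells, and a mito-Dendra2 reporter that marks their progeny. Tamoxifen (75 mg/kg daily for 5 days) was followed after 2 days by injury with 50 µL of 1.2% BaCl2, and Dendra2+ myofibers were dissected at 14 days post injury (dpi). Chromatin was fixed in 1% formaldehyde and sheared to about 500 bp. The labels place 24 libraries into 4 genotypes and 2 marks, with 3 replicates each, and list 1 wild-type input library, which was not used here.

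The authors deposited a peak list for each ChIP library, so peaks had been called per library and not on pooled replicates. Each row gives a peak's interval, a score, the Ensembl gene and symbol to which the authors assigned it, and a genomic feature class. The deposited score is 10 times the negative log10 of the peak caller's p-value. It reached from 50 to 3100 across the 55242 peaks, so the lists stop at a p-value of 1e-05. The names of the peaks carry the prefix of the MACS caller. The aligner, caller version, genome build, handling of duplicate reads and use of the input are not stated in the labels or lists. Coordinates are therefore given as the lists have them, without a build. The peak numbers in the lists run past the rows listed, by 190 to 842 in H3K9me3 lists and by 39 to 281 in H3K27me3 lists, and those numbers were not analysed here. The lists hold no read totals, so the sequencing depth of each library is unknown, and no interval or detection floor that needs it was computed. The score grows with depth, and it was used only to describe, rank or filter peaks within a list.

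Libraries were grouped by the genotype and antibody in their labels. For each library, the number of peaks, the base pairs they cover, the share annotated to promoters (the authors' classes, which reach 3 kb) and the share on the X chromosome were computed. Mean ± SD is over 3 libraries. Genotypes were compared with exact permutation tests over libraries: the 4 genotypes together (between-group sum of squares, which orders arrangements as F does; 369600 arrangements), 3 wild-type against 9 mutant libraries (two-sided, 220 arrangements, smallest p 0.00455), and 3 against 3 (two-sided, smallest p 0.1, so no such comparison can pass 0.05). Peak numbers and covered lengths were tested on the log2 scale. Similarity of lists was the Jaccard index, the base pairs shared by a pair of lists over the base pairs in either. The 12 tests that could pass 0.05 and were planned form a family for the Benjamini-Hochberg adjustment, and the X chromosome tests, chosen after the data were seen, form another of 2.

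Peaks of the libraries compared were merged into regions where they overlapped, and a library had a region when at least 1 bp of a peak fell in it. Regions in all 3 wild-type and in none of the mutant libraries, and the reverse, were counted. A peak counted for a gene when the authors' annotation assigned it to that gene, since the lists give no gene spans. The genes named were fixed before the data were examined: Myh8, Myh3, Myh1, Myh2, Myh4, Myh13, Myh7, Hif1a, Nfatc2, Mfn2, Vhl, Pax7, Myod1, Myog and the Hox cluster genes, and for each mark and direction up to 5 regions of the comparison of wild-type with all mutants that had the highest mean percentile of the score within their lists. Myh8 is the gene at which the paper reports lower H3K27me3 from this ChIP-seq. Its tests, though planned, are therefore not independent of these data.

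The replicate numbers come from the sample titles, which number the libraries 1 to 3 in every group. The labels do not say that equal numbers share an animal or a batch. Fits with the replicate number as a block are given beside those without it. Alternatives set before the data were examined were a stricter cutoff (a -log10 p of at least 10, score 100, since the planned first step of 5 removed 0 peaks), the same number of strongest peaks in each library of a mark (887 for H3K9me3 and 482 for H3K27me3), joining peaks within 1000 bp, other region and promoter definitions, dropping the Y chromosome, dropping peaks shared with the other mark, the replicate block, and leaving out each library. Analyses on autosomes, of the X chromosome, of the longest Myh8 peak and of Myh8 peaks over 1 kb from a start site, and the replicate block for the similarity tests, were added after the data were seen.

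The region counts and exact tests were tested on simulated data. With 15965 simulated regions, all 200 wild-type-only regions put in were recovered, with 8 calls where none had been put in. The regions put in were present in every wild-type list and absent from every mutant list. Their recovery was therefore fixed in advance. It checks the counting and does not show how many real differences the counts find in lists that overlap little. Over 1000 random data sets, 4.8% had a p-value under 0.05 in the comparison of 3 with 9 libraries, and over 1000 others 4.2% in the comparison of 4 groups. No list held a repeated position, and no pair of lists was identical. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used.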

Results

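To examine whether repressive histone marks change in regenerating myofibers with high HIF1α activity, peak lists of H3K9me3 and H3K27me3 ChIP-seq at 14 dpi were compared between wild-type myofibers and 3 mutant genotypes. The mfn2-/- myofibers lack mitofusin 2, an outer mitochondrial membrane protein needed for fusion. The vhl-/- myofibers lack the protein that marks HIF1α for degradation, and HIF1dPA myofibers express a HIF1α that escapes it. Each genotype had 3 libraries per mark, giving 24 lists and 55242 peaks. Lists held 887 to 3176 H3K9me3 peaks and 482 to 4035 H3K27me3 peaks. Sequencing depth is unknown, so differences in peak number are differences in what was called. No list of either mark had a peak assigned to Mfn2 or Vhl, so the lists offer no check of the deleted genes.

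H3K9me3 peaks were most numerous in wild-type myofibers. Wild-type lists held 3027 ± 146 peaks (SD, n = 3), compared with 1189 ± 306 in mfn2-/-, 1252 ± 153 in vhl-/- and 1531 ± 261 in HIF1dPA lists (n = 3 each). Peak number differed across the genotypes (exact permutation p = 0.00532, adjusted p = 0.0106). Every mutant list was shorter than every wild-type list, with a mutant to wild-type ratio of geometric means of 0.430 (exact two-sided p = 0.00455, the smallest possible, and adjusted p = 0.0106). The ratios of means were 0.393 for mfn2-/-, 0.414 for vhl-/- and 0.506 for HIF1dPA, each with the smallest exact p that 3 against 3 allows, 0.1. Covered length fell from 2.65 ± 0.154 Mb in wild-type to 0.960 ± 0.144, 1.23 ± 0.172 and 1.50 ± 0.230 Mb in mfn2-/-, vhl-/- and HIF1dPA (n = 3 each; ratio for all mutants 0.454, exact p = 0.00455, adjusted p = 0.0106). With the replicate block, the p for peak number was 0.0278 across genotypes and 0.0156 for mutants against wild-type, while same-numbered libraries deviated with a correlation of -0.26. At the stricter cutoff the ratio for mfn2-/- was 0.307, and on autosomes those for vhl-/- and HIF1dPA were 0.510 and 0.626.

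H3K27me3 showed another order. Wild-type lists held 3551 ± 195 peaks, mfn2-/- lists 3518 ± 161, vhl-/- lists 3852 ± 201 and HIF1dPA lists 494 ± 10.4 (SD, n = 3 each). The genotypes differed (exact permutation p = 0.00273, adjusted p = 0.0106; 0.0174 with the replicate block, correlation of same-numbered libraries -0.26). The ratios of means to wild-type were 0.991 for mfn2-/- (exact p = 0.7), 1.08 for vhl-/- (exact p = 0.2) and 0.139 for HIF1dPA (exact p = 0.1, the smallest possible). Taken as a group of 9, the mutant lists did not differ from wild-type in peak number (ratio 0.531, exact p = 0.423, adjusted p = 0.507) or covered length (ratio 0.485, exact p = 0.341, adjusted p = 0.455). With the replicate block these p-values were 0.469 and 0.406. The mfn2-/- ratio depended on the X chromosome and was 0.694 on autosomes.

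**Figure D1:**
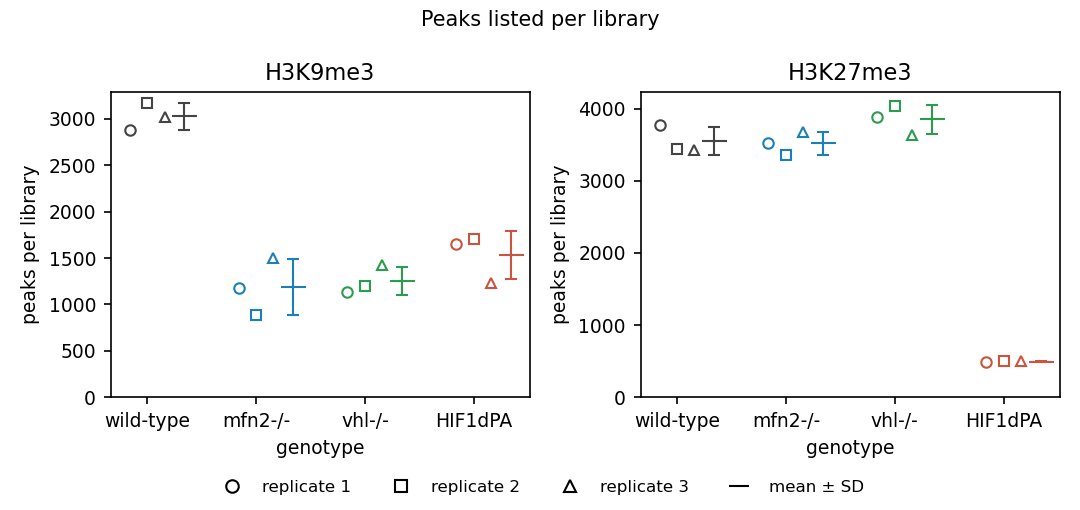
Peaks listed per library (vertical axis, number of peaks) by genotype for H3K9me3 (left) and H3K27me3 (right); symbols are the 3 replicates and bars the mean ± SD. The 9 mutant H3K9me3 lists lie below the 3 wild-type lists, and for H3K27me3 the HIF1dPA lists hold 482 to 501 peaks.

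To ask where peaks lie, the authors' feature classes were compared. Of H3K9me3 peaks, 13.6% ± 0.570 were at promoters in wild-type, 11.6% ± 1.60 in mfn2-/-, 15.1% ± 1.42 in vhl-/- and 14.0% ± 1.18 in HIF1dPA lists (SD, n = 3 each). The mutants differed from wild-type by 0.0334 percentage points (exact p = 0.977, adjusted p = 0.977). With the same number of peaks per library, that difference was -4.16 points (exact p = 0.0136). This setting leaves out most wild-type peaks but keeps much or all of each mutant list, with its peaks near the cutoff. Strong wild-type peaks were thus set against strong and weak mutant peaks, and the difference cannot be credited to genotype. Of H3K27me3 peaks, 49.4% ± 0.697 were at promoters in wild-type, 41.4% ± 0.382 in mfn2-/-, 51.6% ± 1.23 in vhl-/- and 38.9% ± 2.92 in HIF1dPA lists (n = 3 each). The mutant mean was -5.42 points from wild-type, within what relabelled libraries gave (exact p = 0.168, adjusted p = 0.252). With the replicate block the promoter p-values were 0.984 for H3K9me3 and 0.234 for H3K27me3, and same-numbered libraries deviated with correlations of -0.22 and -0.26. On autosomes the H3K27me3 promoter share of mfn2-/- lists was 52.2% ± 0.418, against 49.3% ± 0.732 in wild-type.

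The difference between all peaks and autosomal peaks led to a comparison of chromosomes that was chosen after the data were seen. In H3K27me3 lists, 30.2% ± 0.118 of mfn2-/- peaks lay on the X chromosome, compared with 0.260% ± 0.103 in wild-type, 0.277% ± 0.0200 in vhl-/- and 1.08% ± 0.141 in HIF1dPA (SD, n = 3 each; exact permutation p across genotypes = 0.000584, adjusted p = 0.000584). In H3K9me3 lists the X chromosome held 24.3% ± 0.786 of wild-type peaks, 12.3% ± 1.20 of mfn2-/- peaks, 4.75% ± 1.04 of vhl-/- peaks and 4.45% ± 0.371 of HIF1dPA peaks (n = 3 each; exact permutation p = 0.000455, adjusted p = 0.000584). With the replicate block both p-values were 0.00521, and the correlations of same-numbered libraries were 0.38 for H3K27me3 and 0.25 for H3K9me3. The labels do not give the sex of the animals.

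**Figure D2:**
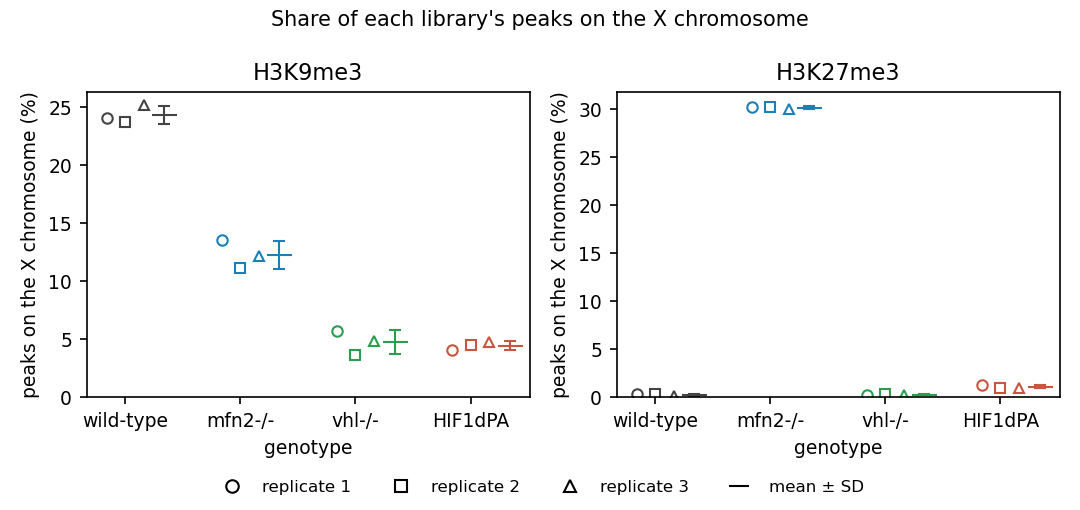
Share of each library's peaks that lie on the X chromosome (vertical axis, %) by genotype for H3K9me3 (left) and H3K27me3 (right); symbols are the 3 replicates and bars the mean ± SD. H3K27me3 lists of mfn2-/- have 30.0% to 30.3% of their peaks there, while wild-type lists have 23.7% to 25.2% for H3K9me3 and under 1% for H3K27me3.

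Lists overlapped little, even between replicates. Of 13696 merged H3K9me3 regions, 84.6% had a peak in 1 library only, and of 15965 H3K27me3 regions, 73.4%. The mean Jaccard index was 0.176 within and 0.108 between genotypes for H3K9me3 (difference 0.0685, exact permutation p = 0.000325, adjusted p = 0.00195). For H3K27me3 it was 0.130 within and 0.0863 between genotypes (difference 0.0435, exact permutation p = 6.49e-05, the smallest possible, and adjusted p = 0.000779). With the replicate block, added to these tests after the data were seen, the p-values were 0.00521 for H3K9me3 and 0.00174 for H3K27me3. Same-numbered pairs of different genotypes had mean indices of 0.107 and 0.0861, compared with 0.108 and 0.0863 for pairs with different numbers. Wild-type and mfn2-/- H3K9me3 lists had a mean index of 0.0764 over 9 pairs, below the 0.193 among wild-type and the 0.135 among mfn2-/- lists. The H3K9me3 lists of vhl-/- and HIF1dPA overlapped each other at 0.188, close to the 0.200 within vhl-/- and the 0.177 within HIF1dPA. For H3K27me3, wild-type and vhl-/- lists overlapped at 0.165, between the 0.152 among wild-type and the 0.190 among vhl-/- lists. Wild-type and mfn2-/- lists overlapped at 0.127, below the 0.133 among mfn2-/- lists. The mfn2-/- and vhl-/- lists overlapped at 0.142, above that 0.133 and below the 0.190 among vhl-/- lists. HIF1dPA lists reached 0.0438 among themselves and 0.0284 with wild-type.

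**Figure D3:**
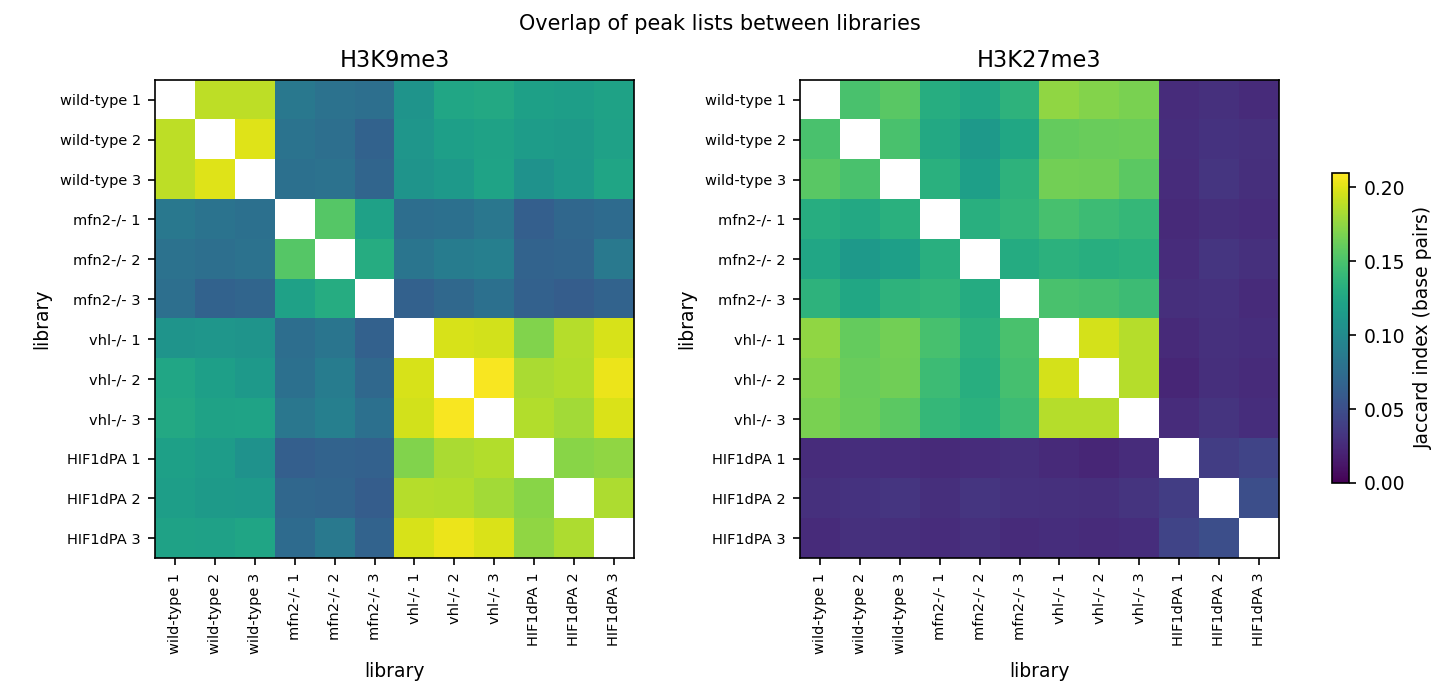
Jaccard index in base pairs (color, 0 to 0.21) between the lists of the 12 H3K9me3 libraries (left) and the 12 H3K27me3 libraries (right); both axes list libraries by genotype and replicate, and the diagonal is left blank. H3K9me3 lists of vhl-/- and HIF1dPA form a block of high overlap, and H3K27me3 lists of HIF1dPA overlap those of other genotypes by at most 0.0327.

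Regions that separated genotypes completely were few. Between wild-type and mfn2-/-, 187 H3K9me3 regions had a peak in all 3 wild-type and no mutant list, and 20 the reverse. The counts were 107 and 57 for vhl-/-, and 114 and 70 for HIF1dPA. For H3K27me3 they were 65 and 54 for mfn2-/-, 33 and 66 for vhl-/-, and 376 and 0 for HIF1dPA. Of the 54 regions only in mfn2-/-, 29 were on the X chromosome. In the comparison of wild-type with all 9 mutant libraries, 53 H3K9me3 regions were only in wild-type and 2 only in mutants, and 20 H3K27me3 regions were only in wild-type and 0 only in mutants. These counts moved with the cutoff, falling to 24 H3K9me3 and 4 H3K27me3 wild-type-only regions at the stricter cutoff. With the same number of peaks per library, 34 H3K9me3 regions were only in wild-type and 55 only in vhl-/-, and 33 only in wild-type and 63 only in HIF1dPA.

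The highest ranked H3K27me3 region found only in wild-type was in Gusb (ENSMUSG00000025534), at chromosome 5, 129994083 to 129996789, annotated to exon 9 of 12. Its peak ranked 2, after Myh8, in each wild-type list, with the authors' scores of 993.81, 847.65 and 853.32. The next was in intron 1 of 102 of Ryr3 (ENSMUSG00000057378; chromosome 2, 113174246 to 113176706), at ranks 76, 9 and 276. Promoter regions of Slc10a4, Znrf4 and Alx4 followed, with mean percentiles of 69.7, 62.7 and 62.6 within their lists. At the stricter cutoff the Slc10a4 and Alx4 peaks dropped out of all 3 wild-type lists, and the Znrf4 region kept a peak in 1. Among H3K9me3 regions only in wild-type, the highest was at the Gm12735 promoter (chromosome 11, 3180533 to 3200472; mean percentile 99.3). It was followed by intron 6 of 8 of Cyp2c53-ps (chromosome 19, 39259532 to 39260773; 91.7), a pair of intergenic regions assigned to Spin2f on the X chromosome (31242737 to 31244333 and 31220371 to 31222967; 86.7 and 85.6) and an intergenic region assigned to Cdkn1a (chromosome 17, 29102747 to 29103591; 84.5). Both H3K9me3 regions found only in mutants were intergenic on chromosome 13 and assigned to Gm26806 (66488671 to 66495164; 93.4) and Gm10139 (65521485 to 65528226; 84.0). At the stricter cutoff both Spin2f regions and the Cdkn1a region kept a peak in 2 of 3 wild-type lists. Both mutant-only regions kept a peak in 7 of 9 mutant lists.

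To follow the mark at the neonatal myosin gene, peaks assigned to Myh8 (ENSMUSG00000055775) were examined. All 12 H3K27me3 lists had one, within chromosome 11, 67277990 to 67284995, and no H3K9me3 list did. In wild-type lists it was the strongest peak, with the highest score in the lists, 3100, in each. In all, 4 peaks had exactly this score, including a peak in the H3K9me3 list of mfn2-/- replicate 3. The value may therefore be a ceiling of the score, and the wild-type scores may be understated. The wild-type Myh8 peak spanned 67281520 to 67284995 in replicate 1 and was annotated 1 to 2 kb from a start site. Wild-type replicates 1 and 3 had further Myh8 peaks at the promoter. In mfn2-/- lists the peak ranked 9, 6 and 12, with scores of 401.68, 511.25 and 413.64. In replicate 1 another peak followed in exon 9 of 40. In vhl-/- lists it ranked 94, 344 and 333, with scores of 250.83, 155.22 and 137.95. In HIF1dPA lists it again ranked 1 in each, with scores of 1442.38, 1453.44 and 1467.77, where the strongest other peak reached 510.18, 522.17 and 471.65.

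Peaks covered 4279 ± 803 bp of Myh8 in wild-type, 2988 ± 77.5 bp in mfn2-/-, 1633 ± 178 bp in vhl-/- and 3181 ± 101 bp in HIF1dPA (SD, n = 3 each). The mutant mean was -1679 bp from wild-type (exact two-sided p = 0.00909, adjusted p = 0.0156; 0.0313 with the replicate block, correlation of same-numbered libraries 0.08). The differences were -1291 bp for mfn2-/-, -2646 bp for vhl-/- and -1099 bp for HIF1dPA, each with an exact p of 0.1, the smallest possible. They depended on the promoter peaks of wild-type replicates 1 and 3. Without peaks up to 1 kb from a start site, a measure chosen after the data were seen, they were -392, -1746 and -199 bp, and the mutant mean was -779 bp from wild-type (exact p = 0.1). For the longest Myh8 peak alone, also chosen afterwards, which leaves out the exon 9 peak of mfn2-/- replicate 1 as well, they were -713, -1746 and -199 bp, and the mutant mean was -886 bp from wild-type (exact p = 0.0364). When each library was left out in turn, the exact p for all mutants ranged from 0.00606 to 0.0727, the highest without wild-type replicate 3.

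**Figure D4:**
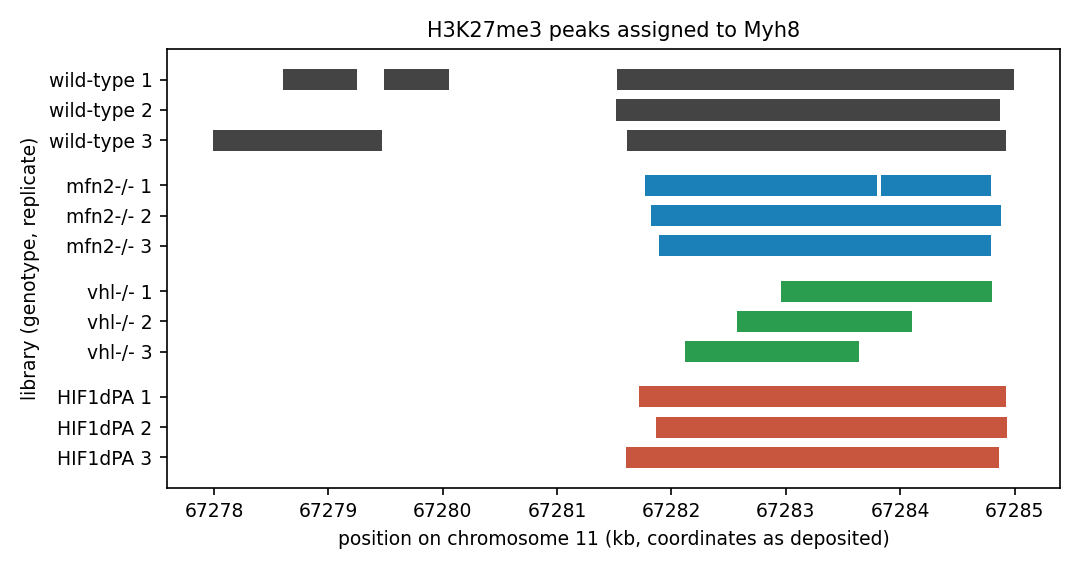
H3K27me3 peaks assigned to Myh8 in each of the 12 libraries (rows), drawn to scale along chromosome 11 (horizontal axis, kb). Each bar is a peak as listed. All libraries have a peak inside the gene, the vhl-/- peaks are 1527 to 1839 bp long, and those of HIF1dPA 3068 to 3263 bp.

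No list of either mark had a peak assigned to Myh3, Myh1, Myh2, Myh4, Myh13, Myh7, Hif1a, Myod1 or Myog. An Nfatc2 peak was listed for H3K27me3 in replicate 1 of wild-type (score 51.29) and of HIF1dPA (score 54.56). Pax7 had H3K27me3 peaks in 5 libraries: 2 of wild-type, 1 of mfn2-/-, 2 of vhl-/- and 0 of HIF1dPA. Hox cluster genes, established Polycomb targets, had no H3K9me3 peak. H3K27me3 peaks were assigned to 14.7 ± 0.577 Hox genes in wild-type, 16.7 ± 1.53 in mfn2-/-, 15.3 ± 0.577 in vhl-/- and 3.67 ± 0.577 in HIF1dPA (SD, n = 3 each). The mutants as a group did not differ from wild-type (difference -2.78 genes, exact p = 0.509, adjusted p = 0.555; 0.578 with the replicate block).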

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

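The tests of animal sex and the comparison with the weakest peaks below were chosen only after the results they concern were seen, while those of list length, repeated loci and depth were set before their values were computed.

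The share of H3K27me3 peaks on the X chromosome stood out because no planned comparison used the chromosome and the mfn2-/- mean of 30.2% was far above the 0.260% of wild-type. List length is not a sufficient explanation, since with 482 peaks in every library the lowest mfn2-/- share was still 6.85%, against at most 1.24% in any library of the other genotypes. The peaks were not confined to a few loci: mfn2-/- peaks occupied 104 of 171 bins of 1 Mb along the X chromosome (60.8%), and 16.6% of those peaks were at promoters. A bin counted with a single peak in any of the 3 libraries, however. Most of the peaks could therefore still lie at a few repeated loci, which this count cannot exclude. A chromosome-wide H3K27me3 excess is the pattern of an inactive X. The occupied bins were not compared with other chromosomes or with evenly scattered peaks, so they do not show that the excess is chromosome-wide. The mfn2-/- lists held 1016 to 1105 X peaks each, while 29 X regions were in all 3 of them and in no wild-type list. With 482 peaks in every library the mean mfn2-/- X share was 8.23%, so weaker calls carried much of the excess. The control used in peak calling is unknown here too. A candidate explanation is still female animals in the mfn2-/- group and male animals in vhl-/- and HIF1dPA. The H3K9me3 lists bear on it through the first 4 Mb of the Y chromosome, where mfn2-/- lists had 0.333 peaks on average and lists of vhl-/- and HIF1dPA 9 each (exact permutation p = 0.0119 for mfn2-/- against the other two genotypes, the smallest that 3 against 6 libraries can give). Over the whole Y chromosome the contrast is less clean: mfn2-/- H3K9me3 lists held 7 to 10 peaks and wild-type lists 15 to 19, compared with 28 to 40 in vhl-/- and 32 to 44 in HIF1dPA. Peaks on Y go against female animals unless reads from elsewhere map there, which was not tested. The peaks in the first 4 Mb of Y in vhl-/- and HIF1dPA stood out in turn, because the wild-type lists had 0.667 on average. The labels give no sex, so genotype and sex cannot be told apart for mfn2-/- where sex matters.

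The wild-type libraries of the 2 marks gave opposite pictures. Their H3K9me3 lists have few peaks in the first 4 Mb of the Y chromosome (exact permutation p = 0.0119 against vhl-/- and HIF1dPA), although they are the longest H3K9me3 lists, and a high X share. With 887 peaks in every library, the lowest wild-type H3K9me3 X share was 22.7%, against at most 14.5% in a mutant library, so list length is not enough to account for it. Their H3K27me3 lists lack the X peaks seen in mfn2-/-. Wild-type animals of different sex for the 2 marks may lie behind this, and a mislabelled or exchanged set of libraries or another control in peak calling was not tested. The pattern cannot be told apart from these.

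The effect of HIF1dPA on H3K27me3 peak number against wild-type differed from the effects of mfn2-/- and vhl-/- (exact permutation p = 0.0119, the smallest possible for 3 against 6). The genotype set apart was the most extreme of the mutants, and this p-value makes no allowance for that. If lower sequencing depth alone were the cause, the peaks left were expected to be strong ones that other genotypes share. Of the HIF1dPA peaks, 49.0% ± 1.98 overlapped a wild-type peak, compared with 86.0% ± 2.20 and 94.0% ± 1.26 of equally many of the strongest mfn2-/- and vhl-/- peaks (SD, n = 3 each; exact permutation p = 0.0119). Equally many of the strongest wild-type peaks covered 5 to 8 Hox genes, and HIF1dPA lists 3 to 4. Neither contrast decides about depth, because HIF1dPA lists entered whole, with their peaks near the cutoff, and weak peaks overlap less: of equally many of the weakest mfn2-/- and vhl-/- peaks, 24.3% ± 0.904 and 29.4% ± 1.56 overlapped a wild-type peak (SD, n = 3 each). The low peak number of HIF1dPA cannot be told apart from lower depth, from a weaker pull-down, which was not tested, or from a biological loss of the mark.

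The effect of vhl-/- on covered length at Myh8 differed from those of mfn2-/- and HIF1dPA (exact permutation p = 0.0119, the smallest possible). Here too the genotype set apart was the most extreme of the mutants, and the p-value makes no allowance for that. Among 200 regions shared by all wild-type and vhl-/- lists and covered over at least 2000 bp in wild-type, 1% had a ratio of vhl-/- to wild-type length as low as the region of the strongest Myh8 peak, which leaves out the wild-type promoter peaks and whose ratio was 0.483 against a median of 1.09. A narrowing common to the vhl-/- lists is therefore not an explanation. Of the 50 highest ranked wild-type regions, 20% had a mean vhl-/- rank as low as that of Myh8 (257, against a median of 77). That share does not measure the fall in rank, since the other regions started below Myh8, so the lower rank cannot be told apart from a reordering of the whole list. From these lists alone, a local change at Myh8 in vhl-/- myofibers rests on the covered length and is only a hypothesis. The paper reports loss of the mark at Myh8 in vhl-/- myofibers from the signal of this ChIP-seq. Covered length and rank do not measure that signal.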

How the results depend on the processing

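For the 37 planned results, the planned and added settings gave 215 values besides those that left out a library. Of these, 148 kept their direction and side of 0.05, or stayed within 1 SD of replicates or 1.5 times the count, and 67 did not. The cause was not tested for any of the 67 except where the chromosome or the Myh8 peaks left out are named. The alternative of Myh8 with its flanks was not run, since the lists give no gene spans, and for Hox genes the assignment used is the alternative itself. Comparisons of 3 with 3 libraries cannot pass 0.05, so their p-values show no stability.

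Peak number across genotypes, the H3K9me3 deficit of all mutants and the within-genotype similarity kept their side of 0.05 under every setting run for them. With the replicate block, p was 0.0278 for H3K9me3 and 0.0174 for H3K27me3 peak number across genotypes, and 0.0313 for Myh8 covered length in all mutants, and none of the 12 planned tests changed sides. For the similarity tests the block was added after seeing the data (exact permutation p = 0.00521 for H3K9me3 and 0.00174 for H3K27me3), and the region counts have no test. At the stricter cutoff the H3K9me3 ratios were 0.307 for mfn2-/- and 0.480 for vhl-/-, and the H3K27me3 ratios 0.798 for mfn2-/-, 1.35 for vhl-/- and 0.0352 for HIF1dPA. Joining peaks within 1000 bp gave 0.164 for H3K27me3 in HIF1dPA. On autosomes, a setting chosen after seeing the data, the H3K9me3 ratios were 0.510 for vhl-/- and 0.626 for HIF1dPA, the H3K27me3 ratio was 0.694 for mfn2-/-, and mfn2-/- had 25 H3K27me3 regions not in wild-type, which shows that X chromosome peaks carried part of these values.

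The H3K9me3 promoter difference, 0.0334 points over all peaks, took the other sign with the same number of peaks per library (-4.16 points), without peaks shared with the other mark (-0.152) and on autosomes (-1.29), and ranged from -0.367 to 0.438 across the fits that each left out a library. The Hox difference was 0 with the same number of peaks per library. The differences in covered length at Myh8 for the longest peak alone were -713 bp for mfn2-/-, -1746 bp for vhl-/- and -199 bp for HIF1dPA. Without Myh8 peaks up to 1 kb from a start site, a setting chosen after seeing the data that leaves out the promoter peaks of wild-type replicates 1 and 3, they were -392, -1746 and -199 bp, and the difference for all mutants was -779 bp and no longer passed 0.05 (exact p = 0.1). With all Myh8 peaks, the difference for all mutants ranged from -2141 to -1422 bp when a library was left out, and passed 0.05 in all but the fit without wild-type replicate 3.

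Counts of regions moved with most settings. Wild-type-only and mutant-only counts are given in that order. At the stricter cutoff H3K9me3 gave 74 and 5 for mfn2-/-, 40 and 22 for vhl-/-, 37 and 21 for HIF1dPA, and 24 and 1 for all mutants, and H3K27me3 gave 12 and 11, 5 and 14, 111 and 0, and 4 and 0. With the same number of peaks per library, H3K9me3 gave 88 and 18 for mfn2-/-, 34 and 55 for vhl-/-, 33 and 63 for HIF1dPA, and 9 and 3 for all mutants, so for vhl-/- and HIF1dPA the larger count moved to the mutant side, and H3K27me3 gave 8 and 10 for mfn2-/-, 5 and 8 for vhl-/-, 40 and 4 for HIF1dPA, and 5 wild-type-only for all mutants. With at least 50% of a region covered, H3K9me3 had 13 regions only in mfn2-/-, 75 only in wild-type against HIF1dPA and 0 only in all mutants, and H3K27me3 had 40 and 29 for mfn2-/-, 18 and 39 for vhl-/-, 184 only in wild-type against HIF1dPA and 11 against all mutants. Regions merged within 1000 bp left 13 H3K27me3 regions only in wild-type against all mutants. With at least 2 of 3 libraries against none, H3K9me3 gave 656 and 94, 550 and 163, and 549 and 207 for mfn2-/-, vhl-/- and HIF1dPA, and H3K27me3 gave 534 and 428, 298 and 470, and 1380 and 6.

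When a library was left out, H3K9me3 wild-type-only counts ranged from 198 to 373 for mfn2-/-, 130 to 280 for vhl-/-, 136 to 282 for HIF1dPA and 56 to 174 for all mutants, and mutant-only counts from 23 to 46, 58 to 103, 74 to 134 and 0 to 4. H3K27me3 wild-type-only counts ranged from 93 to 236, 42 to 129, 430 to 757 and 20 to 90, and mutant-only counts from 69 to 191, 100 to 229 and 0 to 3 for mfn2-/-, vhl-/- and HIF1dPA. The 2 H3K9me3 regions only in all mutants fell to 0 without vhl-/- replicate 3 and to 1 without vhl-/- replicate 1. No other of these counts fell below its value with all libraries, and the rises say little about stability, since fewer lists then have to share a region. Since depth is unknown, a shorter list cannot be told apart from a shallower library.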

Other observations

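The tests in this part compare Myh8 with the rest of each list and count other splits of the libraries, and were set before their values were computed; the test on autosomes was chosen after the X chromosome pattern was seen.

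Myh8 in mfn2-/- and HIF1dPA moved differently from the rest of the list than it did in vhl-/-. Of 169 regions shared between wild-type and mfn2-/- lists with at least 2000 bp covered in wild-type, 52.1% had a length ratio as low as the region of the strongest Myh8 peak, whose ratio was 0.884 against a median of 0.871. This region leaves out the wild-type promoter peaks, so a list-wide narrowing may account for the -392 bp found without those peaks, and the rest of the -1291 bp over all Myh8 peaks was not compared with other regions. In HIF1dPA, 92.3% of 13 shared regions had a ratio as low as this region (0.941 against a median of 0.238). A comparison with the mean ranks of the 50 highest ranked wild-type regions shows nothing here, since Myh8 had a mean rank of 9 in mfn2-/- and 1 in HIF1dPA and most regions had to fall as low (96% and 100% did). Of those 50 regions, 15 had no peak in any HIF1dPA list.

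The lower H3K9me3 peak number of the mutants is not accounted for by sex chromosomes alone. On autosomes the ratio of mutant to wild-type peaks was 0.519 (exact permutation p = 0.00455), a smaller difference than over all chromosomes. The unknown depth could also contribute.

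Other splits of the libraries show how far counts of group-specific regions exceed those of other groupings. Since replicate numbers recur, the real split was set against splits with 1 library of each number on the side of 3: 4 splits for a pair of genotypes, too few for a firm statement, and 64 for wild-type against all mutants. For a pair of genotypes, each other split was counted by its larger side, while the real split was counted by the side named. The other splits of a pair therefore reach a real count more easily than a like count would. For H3K9me3, 1 of 4 splits, the real one, gave as many wild-type-only regions for mfn2-/- (187; at most 10 otherwise), vhl-/- (107; at most 14) and HIF1dPA (114; at most 15), and 1 of 4 splits as many mutant-only regions (20, 57 and 70). None of the other 6 splits, which keep a pair of equal numbers together, reached these counts. For H3K27me3, 1 of 4 splits gave as many as the 65 wild-type-only and the 54 mutant-only regions of mfn2-/-, where other splits reached 47. For vhl-/-, 4 of 4 splits, and 5 of the other 6, gave as many as its 33 wild-type-only regions, and 1 of 4 as many as its 66 mutant-only regions. For HIF1dPA, 1 of 4 splits gave as many as 376 wild-type-only regions, and the mutant-only count of 0 is reached by 4 of 4 splits and carries no information. Against all mutants, 1 of 64 splits gave as many as 53 H3K9me3 regions only in wild-type, and 3 of 64 as many as the 2 only in mutants. For H3K27me3, 4 of 64 splits gave as many as the 20 regions only in wild-type, and 64 of 64 reached the mutant-only count of 0. The count of 20 therefore does not stand out from the other groupings. The 64 splits include each mutant genotype set whole against the rest, and whether those or mixed groups reached 20 is not known. Of 36 further splits drawn at random, which repeat a number among the 3, none reached either H3K9me3 count and 1 reached the 20. All splits used full lists. The wild-type H3K9me3 lists were the longest and the HIF1dPA H3K27me3 lists the shortest, so list length favours the real split in these wild-type-only counts. With the same number of peaks per library, 9 H3K9me3 regions were only in wild-type against all mutants. For H3K27me3 against HIF1dPA the number was 40. No splits were run at equal length, so these splits do not separate genotype from list length.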
